A study of Schizosaccharomyces pombe with 2 samples. Its data were reported in "A bifunctional snoRNA with separable activities in guiding rRNA 2’-O-methylation and scaffolding gametogenesis effectors" (2025).

How the data were processed

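Direct RNA sequencing was performed on total RNA from vegetative haploid h- fission yeast (Schizosaccharomyces pombe) carrying leu1-32 and pat1-L95G::kanR, the latter an allele of the Pat1 kinase gene. Cells were grown in minimal medium. The labels describe 1 group of 2 biological replicates, each with its own column of values, so the series holds no contrast between conditions. RNA was depleted of rRNA and polyadenylated in vitro before libraries were prepared, so that RNAs with and without a natural poly(A) tail could be captured. In direct RNA sequencing a nanopore reads the RNA molecule itself from its 3′ end, without reverse transcription of the read strand and without PCR.

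Per the methods of the study, the authors base-called the reads with dorado in super accuracy mode and mapped them to the S. pombe genome with minimap2 in splice mode. The counting tool, its treatment of reads with several mapping positions and the genome build are not given in the sources used here for this data type. The deposited values are whole-number counts of reads per annotated feature, not normalized, for 12684 features. The header of the deposited table has an empty extra cell, so that each column name stands 1 cell to the right of its data. The columns were aligned by content, since end minus start plus 1 equalled the length on every line. Rounding to whole numbers, the step that estimated counts need, changed 0 of the deposited values in either column, so both were used as raw counts.

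Gene names and classes were taken from the RefSeq annotation of assembly ASM294v3. Of the 12684 identifiers, 12602 matched a locus tag regardless of letter case, 2 (mamRNA and sme2) matched a locus tag that carries an added isoform number, and 80 had no match. The unmatched features held 440 reads in both libraries together. Among the 12602 features, 12594 had the same start and end in the deposited table as in ASM294v3 and 8 did not, and coordinates are given on that assembly. The feature lengths are gene spans that include introns. For sme2 the deposited interval shares only 76 nt with the interval of the reference, so its counts stand for the deposited interval.

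A read that overlaps several features of its strand appeared in the count of each. Of 73 pairs in which 1 feature lies inside another on the same strand, 67 had reads in both features, and in all 67 the outer feature held at least as many reads as the inner one in both libraries. Pairs with a far larger outer count could pass under other counting rules. The pairs that bear on the rule are those made mostly of inner reads. SPNCRNA.814 and snR98 inside it, for instance, held 14241 reads each in replicate 1 and 11722 each in replicate 2. The design, fixed before the data were examined, treated mamRNA and U14 as separate features. Because the deposited mamRNA feature contains U14, reads of mamRNA outside U14 were computed as the count of the span minus that of U14. The share of U14 was computed over the reads of the span. All 46 features on 3 contigs outside the chromosomes (39 mitochondrial, 5 in a telomeric gap of chromosome II and 2 in the mating-type region) were listed at 0 reads in both libraries. These were treated as not measured.

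CPM, the count of a feature scaled to a library total of 1000000, was computed over all features. Because of the repeated counting, and because the treatment of reads from repeated rRNA genes is unknown, this total is a sum of assignments and not a number of molecules. Agreement was described by Pearson's r and Spearman's rho of log2(CPM + 1) across features with at least 10 reads in sum; no p-value was computed, since genes are not independent replicates. Differences between the libraries were tested by a two-sided exact binomial test of the replicate 1 count given the sum, with the expected share from the library totals and Benjamini-Hochberg adjustment at 0.05. The printed log2 ratios add a small constant to each count, and are replicate 1 over replicate 2. The biological coefficient of variation (BCV) came from the edgeR common dispersion with an intercept-only design and TMM factors. Class shares carry Wilson 95% intervals, the U14 share an exact Clopper-Pearson 95% interval and low counts an exact Poisson 95% interval. A count of 0 would allow up to 3 counts, which is 0.233 CPM in replicate 1 and 0.238 CPM in replicate 2. Intervals cover counting error only.

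The genes named in the text follow a rule fixed before the data were examined. It comprised a list of genes named in the study, and the 5 features, 5 snoRNAs and 3 lncRNAs with the highest mean CPM. Among features with at least 100 reads in sum and an adjusted p under 0.05, it added the 3 largest log2 ratios in each direction. The snoRNA snR107 of that list has no feature of its own in the deposited table and no value is given for it. The largest-ratio part of the rule and the exact test were computed on library totals.

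The alternatives fixed beforehand were other pseudocounts (0.1 and 5), count minimums (none and 100), scalings (TMM factors and DESeq2 size factors), a chi-square test, a minimum of 2-fold, DESeq2 dispersions, totals without rRNA, totals without the 10 most abundant features, totals of protein-coding genes only, division by feature length and each library alone. Further alternatives were added after seeing the data: the deposited counts of mamRNA and U14 taken as they stand, the lncRNA sum without features that overlap another class, the meiotic median without the sme2 interval, and the box H/ACA snoRNAs without snR5, snR10 and snR96. The tests of mamRNA reads outside U14 and of the gene list alone under other scalings were also added then. Division by feature length yields reads per nt. A direct RNA read comes from a single molecule, so a longer feature need not gain reads. The length-divided values are therefore not levels of molecules.

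Both many-gene procedures were tested on simulated data for the same 6752 features. With Poisson counts and 200 features changed by a factor of 2 in either direction, the binomial test recovered 125 of the 200 and called 3 unchanged features; among the 130 changed features with at least 100 reads in sum it recovered 120. Without any change it called 0. For the BCV, simulated values of 5%, 10% and 20% were estimated as 4.89%, 10.0% and 20.0%. With 200 features changed as well, the 5% case was estimated as 10.5%. Analyses used Python 3.11.15, scipy 1.17.1, pandas 2.3.3, numpy 2.4.6, Biopython 1.88, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.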

Results

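The study sequenced native RNA from vegetative wild type S. pombe on nanopores to find which RNAs arise at the mamRNA-U14 locus. mamRNA is a long non-coding RNA bound by the meiotic regulators Mmi1, a YTH-family RNA-binding protein, and Mei2, and U14 is a box C/D small nucleolar RNA (snoRNA). The data comprised 2 libraries of biological replicates of a single group. The library of replicate 1 held 12871729 counts over the 12684 annotated features and that of replicate 2 held 12579850. At least 1 read was found for 9515 features in replicate 1 and for 9480 in replicate 2. Among protein-coding genes, 5037 and 5030 of 5113 had a read. In both libraries together, 6752 features had at least 10 reads and 4493 had at least 100. With a pair of replicates and no second condition, no comparison between conditions was made, and each mean ± SD below rests on n = 2.

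The replicates were first compared with each other. Across the 6752 features with at least 10 reads in sum, log2(CPM + 1) correlated between the libraries with a Pearson r of 0.995 and a Spearman rho of 0.990. These values are across genes, which are not independent replicates, and describe this pair of libraries only. The alternative that moved r most was a pseudocount of 0.1, which gave 0.990, and the one that moved rho most was the absence of a count minimum, which gave 0.957. The exact binomial test called 283 of the 6752 features (4.19%) different between the libraries beyond counting error at an adjusted p under 0.05 (Benjamini-Hochberg), with 147 higher in replicate 1 and 136 higher in replicate 2. The test compares these libraries and not conditions. The direction of the calls depended on the scaling: with TMM factors 311 features were called, 252 higher in replicate 1 and 59 higher in replicate 2, and with DESeq2 size factors 308 were called, 249 and 59 respectively. Of the 283 features, 209 were also called with TMM factors. Most of the differences were small, with a median absolute log2 ratio of 0.21 among the called features, and only 8 features were both called and at least 2-fold different. The labels give the libraries as separate biological replicates, and they were treated as such. The BCV was 6.32% (edgeR common dispersion). Over protein-coding genes alone it was 5.18%.

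**Figure D1:**
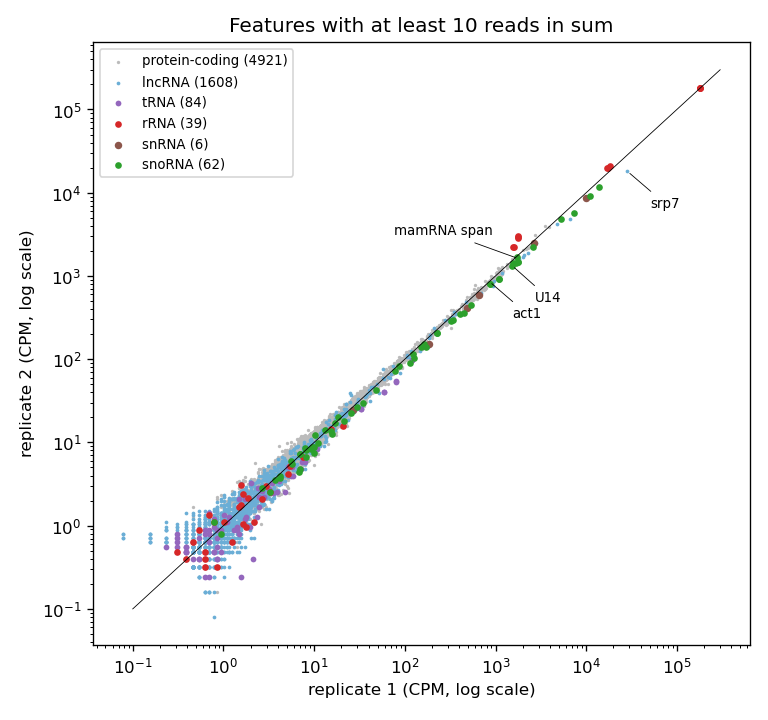
Abundance in replicate 1 (x axis, CPM, log scale) against replicate 2 (y axis, CPM, log scale) for features with at least 10 reads in sum. Colours mark the annotated class, with the number drawn in brackets, and the line marks equal values. Of the 6752 features, none had 0 reads in 1 library. Those of the protein-coding, lncRNA, tRNA, rRNA, snRNA and snoRNA classes are drawn. Features of other classes or without a match are not drawn. The snoRNAs of high abundance and srp7 lie on the replicate 1 side of the line, and act1 lies on it.

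Among features with at least 100 reads in sum and an adjusted p under 0.05 in the binomial test, the 3 with the largest log2 ratio toward replicate 1 were ddr48 (SPAC23H3.15c, log2 ratio 0.89, adjusted p = 0.00128), the non-coding RNA SPNCRNA.1441 (0.72, adjusted p = 0.043) and srp7 (SPNCRNA.98, 0.65), the RNA of the signal recognition particle. ddr48 had 129 and 68 reads in replicates 1 and 2, SPNCRNA.1441 had 103 and 61, and srp7 had 365790 and 227907. The 3 with the largest ratio toward replicate 2 were SPBC19C2.10, with 29 and 71 reads and a log2 ratio of -1.31 (adjusted p = 0.000602), med31 (SPCP31B10.03c), with 53 and 113 reads and a log2 ratio of -1.12 (adjusted p = 8.65e-05), and tif1102 (SPBC146.08c), with 65 and 125 reads and a log2 ratio of -0.97 (adjusted p = 0.000277). All 6 were also called under TMM factors and DESeq2 size factors.

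The class shares show what the rRNA-depleted, in vitro polyadenylated libraries held. rRNA features took 59.8% of the counts in replicate 1 (Wilson 95% interval 59.75 to 59.81) and 62.3% in replicate 2 (62.23 to 62.28), 61.0% ± 1.75 (SD, n = 2). The bulk of this came from the 3 annotated 5.8S genes, with 53.7% and 54.9% of all counts, whereas the 3 genes of the large 28S-type rRNA (25S in yeast) held 5.26% and 6.03%, the 5 annotated 18S genes 0.847% and 1.33%, and the 36 5S genes 0.00861% and 0.0077%. Protein-coding genes took 26.3% ± 0.0733 (SD, n = 2), lncRNAs 5.95% ± 1.05, snoRNAs 5.35% ± 0.641, snRNAs 1.31% ± 0.121 and tRNAs 0.0666% ± 0.0128. At this depth the Wilson intervals of each class did not overlap between the libraries, so that the replicate spread and not counting error set the precision. Shares depend on the features counted in the total: without rRNA features, protein-coding genes took 67.5%, lncRNAs 15.2% and snoRNAs 13.7%. The snoRNA shares include 7 primary-transcript features, which can repeat the reads of a snoRNA inside them. The class of lncRNAs contains the structural RNAs srp7, rrk1 (RNA of RNase P, SPNCRNA.128) and mrp1 (RNA of RNase MRP, SPNCRNA.82), which were its 3 most abundant members and held 59.4% of its reads in replicate 1 and 52.1% in replicate 2.

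The 5 features with the highest mean abundance were the 5.8S genes SPRRNA.50, SPRRNA.51 and SPRRNA.52, with 181195 ± 2705, 180897 ± 2930 and 180653 ± 3040 CPM (SD, n = 2), srp7, with 23267 ± 7284 CPM, and the large-subunit rRNA gene SPRRNA.49, with 19770 ± 1836 CPM. The rRNA genes are repeated and their individual counts are uncertain, as reads of near-identical copies could be split or repeated between them. After srp7, rrk1 had 5691 ± 1284 CPM and mrp1 had 4449 ± 378 CPM. The 5 most abundant snoRNAs were snu32 (U3B, SPSNRNA.07) at 12670 ± 1490 CPM, snu3 (U3, SPSNRNA.03) at 10079 ± 1452 CPM, snR30 (U17, SPSNORNA.20) at 6540 ± 1235 CPM, sno12 (snR99, SPSNORNA.32) at 5058 ± 399 CPM and snR95 (SPSNORNA.47) at 2413 ± 290 CPM. All 5 were higher in replicate 1.

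At the mamRNA-U14 locus, the deposited mamRNA feature (SPNCRNA.1715) lies on chromosome II from 1307681 to 1308804 on the plus strand of ASM294v3 and is 1124 nt long. The reference annotation gives 2 mamRNA isoforms that start at the same position and end at 1308359 and 1308192. U14 (snoU14, SPSNORNA.21) lies inside the deposited feature, from 1308634 to 1308745, which is nt 954 to 1065 of the span, downstream of both reference isoforms. The 112 nt of U14 in the reference read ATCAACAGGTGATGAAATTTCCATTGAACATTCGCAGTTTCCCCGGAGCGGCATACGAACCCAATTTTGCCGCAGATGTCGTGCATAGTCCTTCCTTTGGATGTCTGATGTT. It carries a C box motif (TGATGA) from 1308643 to 1308648 and a D box motif (CTGA) from 1308738 to 1308741. Upstream of U14, the reference sequence of the span has the 5′ splice site motif GTATGT at 1307937, 1308191 and 1308476 and a single branchpoint motif TACTAAC, at 1308400. The last GTATGT before the branchpoint motif, at 1308191, and the first AG after it, ending at 1308417, were taken as the ends of an intron, a rule set with the length reported by the study already known. They bound a sequence of 227 nt, nt 511 to 737 of the span, which lies outside U14. Within it, another TGATGA starts at 1308239, and the last CTGA starts at 1308338. The study placed the box C/D snoRNA snR107 in the intron of mamRNA. The table has no separate count for it, and its reads, where counted, are part of the mamRNA span.

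The mamRNA span held 23165 reads in replicate 1 and 20261 in replicate 2, or 1705 ± 134 CPM (SD, n = 2), and ranked 37 among the 12684 features. U14 held 19562 and 16786 reads, or 1427 ± 131 CPM, and ranked 51 among all features and 11 among the 66 snoRNA features. The rank among these 66 features was 11 in each library. They include 7 primary-transcript features, which can repeat the reads of a snoRNA inside them. With those left out, the snoRNAs above U14 in each library were snu32, snu3, snR30, sno12, snR95, snR91, snR191, sno16 and snR42. When mean CPM was divided by feature length, which gives reads per nt and not a level of molecules, U14 ranked 6. Reads overlapping U14 made up 84.4% of the reads of the span in replicate 1 (exact 95% interval 83.97 to 84.91) and 82.8% in replicate 2 (82.32 to 83.37), 83.6% ± 1.13 (SD, n = 2). The intervals did not overlap, and Fisher's exact test (two-sided) between the libraries gave p = 7.03e-06, so the share differed between these libraries beyond counting error, by 1.60 percentage points. The remaining 3603 and 3475 reads, 278 ± 2.6 CPM, fell in the span outside U14. There were thus 5.43 U14 reads for each read outside U14 in replicate 1 and 4.83 in replicate 2. The counts do not tell mature U14 from extended or precursor RNAs that overlap it. Both U14 and the mamRNA span were higher in replicate 1, with log2 ratios of 0.19 and 0.16 (binomial test, adjusted p = 6.24e-33 and 1.17e-28). The reads outside U14, tested alone after the data were seen, had a log2 ratio of 0.02 with library totals (binomial test, unadjusted p = 0.585) and of 0.08 with TMM factors (p = 0.0198) and DESeq2 size factors (p = 0.0225), so the difference of the span came mostly from U14. The alternative that moved the levels most was a total without rRNA, which gave 3657 CPM for U14 and 4371 CPM for the mamRNA span.

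**Figure D2:**
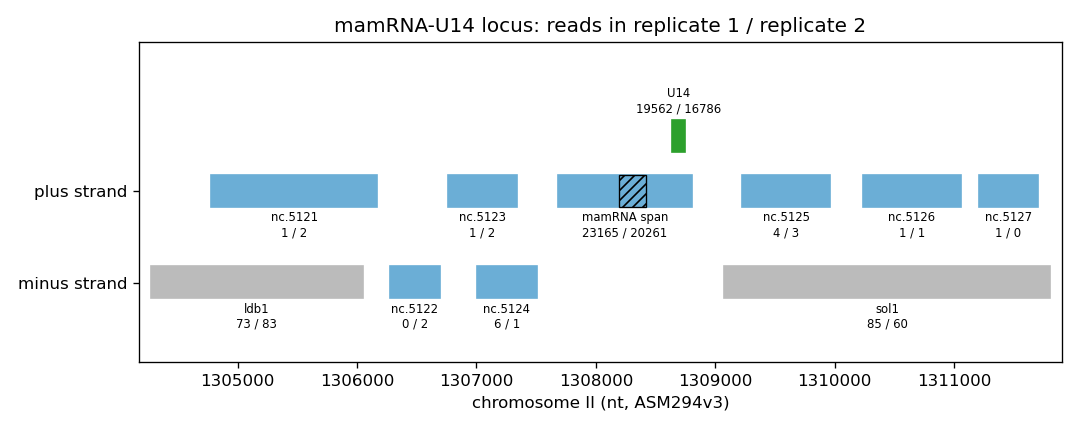
Annotated features around the mamRNA-U14 locus on chromosome II (x axis, nt) by strand (y axis), drawn to scale with the reads of replicate 1 and replicate 2 under each name; nc. stands for SPNCRNA., grey marks protein-coding genes, blue non-coding RNAs, green U14 and hatching the 227 nt between splice site motifs. The mamRNA span and U14 held 23165 and 19562 reads in replicate 1, and ldb1 and sol1 on the minus strand 73 and 85.

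The neighbouring protein-coding genes, both on the minus strand, were covered far less. ldb1 (SPBC30B4.03c) held 73 and 83 reads and sol1 (SPBC30B4.04c) held 85 and 60. The non-coding features annotated within 3000 nt of the span had between 0 and 6 reads in each library.

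The study followed the meiotic mRNAs of mei4, ssm4 and mcp5, which Mmi1 targets, and meiRNA (sme2), which it describes as a decoy of Mmi1. In these vegetative libraries the levels of these and of mei2, the gene of Mei2, were set against act1 (SPBC32H8.12c, actin) and against the median of the 4921 protein-coding genes with at least 10 reads, which was 10.4 ± 0.447 CPM (SD, n = 2). act1 had 856 ± 2.99 CPM. mei4 (SPBC32H8.11, chromosome II from 1473068 to 1475285) had 12 and 10 reads in replicates 1 and 2, which correspond to 0.932 CPM (exact Poisson 95% interval 0.482 to 1.63) and 0.795 CPM (0.381 to 1.46). ssm4 (SPAC27D7.13c, chromosome I from 4534674 to 4536736) had 11 and 10 reads, or 0.855 CPM (0.427 to 1.53) and 0.795 CPM (0.381 to 1.46). mcp5, named num1 in the reference (SPBC216.02, chromosome II from 898056 to 901363), had 4 and 11 reads, or 0.311 CPM (0.0847 to 0.796) and 0.874 CPM (0.437 to 1.56); the intervals overlapped. The 3 genes had reads in both libraries, at 0.101%, 0.0963% and 0.0691% of the act1 reads. For mcp5 in replicate 1, the Poisson interval included 0.233 CPM, the limit that a count of 0 would allow there. A lower mean CPM than that of mei4 was found for 5.09% of the 5113 protein-coding genes. No test compared the 3 genes with each other, and their Poisson intervals overlapped in each library.

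The feature with the identifier of sme2, the gene of meiRNA (SPNCRNA.103, chromosome II from 338363 to 339421), had 94 and 78 reads, or 6.75 ± 0.78 CPM (SD, n = 2). The reference places the long isoform of sme2 from 339346 to 340907, and the intervals share 76 nt, so these reads are not taken here as the level of meiRNA. mei2 (SPAC27D7.03c, chromosome I from 4510983 to 4515025) was higher, with 755 and 707 reads, 57.4 ± 1.74 CPM, which is 6.71% ± 0.226 of act1 and 552% ± 40.4 of the median protein-coding gene. Its Poisson intervals, 54.5 to 63 CPM and 52.1 to 60.5 CPM, overlapped. Over the 5 listed features, the sme2 interval included, the median was 0.903 CPM. Without that interval, an alternative chosen after the data were seen, it was 0.864 CPM. The total of protein-coding genes in place of all features moved it most, to 3.44 CPM, by construction.

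The fixed list also held factors of the mamRNA pathway and of snoRNA assembly and decay, and the ribosome biogenesis factor Cgr1. Among the meiotic regulators, mmi1 (SPCC736.12c) had 18.5 ± 0.756 CPM (SD, n = 2), erh1 (SPAC19G12.17), which encodes a partner of Mmi1, had 12.7 ± 3.37, mot2 (SPAC16C9.04c) had 9.32 ± 1.54 and pat1 (SPBC19C2.05), which is mutated in these cells, had 8.14 ± 0.632. The genes of the box C/D core proteins were more abundant, with 214 ± 10.4 CPM for snu13, 142 ± 15.8 for fib1, 75.9 ± 5.62 for nop56 and 73.2 ± 5.69 for nop58. Among the processing and decay factors, dhp1 had 22.7 ± 2.42 CPM, pac1 19.1 ± 1.2, cid14 10.1 ± 1.22, rrp6 5 ± 1.36 and dbr1 4.48 ± 0.406. The ribosome biogenesis gene cgr1 had 6.85 ± 1.33 CPM. Of the 22 listed genes with a feature, 4 differed between the libraries in the binomial test over all features: U14 and the mamRNA span, whose reads are mostly those of U14, higher in replicate 1, and erh1 (adjusted p = 0.0236) and fib1 (adjusted p = 0.000109), higher in replicate 2. Adjusted over the list alone, the count was 5, with snu13 added (adjusted p = 0.0495). This call of snu13 depended on the scaling: over the list alone its adjusted p was 0.426 with TMM factors and 0.412 with DESeq2 size factors, and act1 was called in its place. Over all features, erh1 was not called with TMM factors (adjusted p = 0.0652), nor with DESeq2 size factors (adjusted p = 0.0562).

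The snoRNA class was examined by length. Leaving out 7 primary-transcript features, 59 snoRNAs remained. The 32 snoRNAs shorter than 110 nt had a median of 124 reads in replicate 1 and 109.5 in replicate 2, and the 27 longer ones had medians of 5820 and 4469. U14, at 112 nt, was the shortest of the longer set. The 110 nt limit was chosen after the values were seen.

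**Figure D3:**
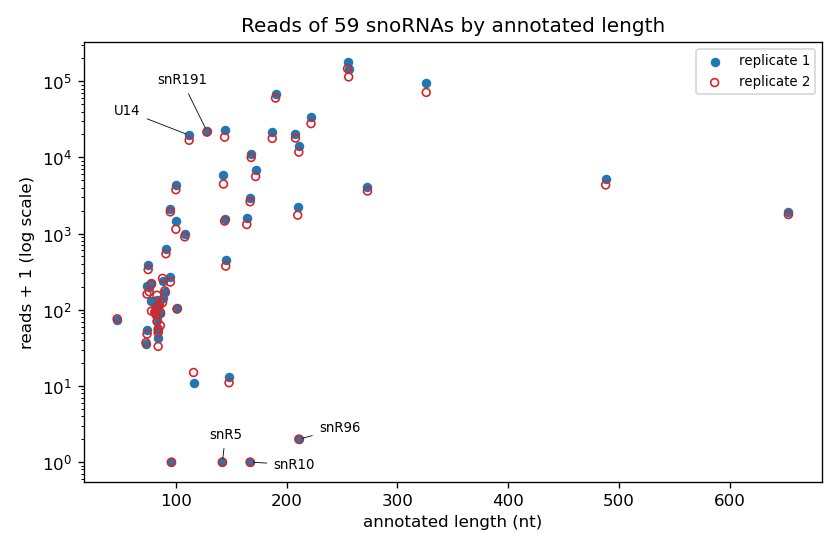
Reads plus 1 (y axis, log scale) against annotated length (x axis, nt) for 59 snoRNAs in replicate 1 (filled) and replicate 2 (open). The 32 shorter than 110 nt have a median of 124 reads in replicate 1, U14 has 19562 at 112 nt, and snR5, snR10 and snR96 have 0 or 1 read.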

Values the study reported

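The study reported 26,497,493 direct RNA reads from its nanopore runs, with a median read length of about 230 nt. It reported a 227 nucleotide-long window of reduced coverage upstream of U14 in polyadenylated RNA, and a length of 107 nt for snR107.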

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

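The alternatives below were fixed before the data were examined, except for the deposited counts of mamRNA and U14 taken as they stand, the lncRNA sum without overlapping features, the meiotic median without the sme2 interval and the relation of count and length over box H/ACA snoRNAs without snR5, snR10 and snR96 (rho of 0.337 and 0.327), which were chosen after seeing the data. No paired analysis was possible because the series has a single group. Agreement, the count of differing features and the BCV need both libraries and have no value with either left out.

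Agreement moved little. Pearson's r was 0.990 with a pseudocount of 0.1, 0.997 with a pseudocount of 5, 0.996 with no count minimum and 0.995 with at least 100 reads in sum. Spearman's rho was 0.957 with no count minimum, 0.984 with at least 100 reads and 0.989 over protein-coding genes only. The cause was not tested.

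The count of features that differed between the libraries stayed within 1.5 times of 283 under TMM factors, DESeq2 size factors, both other count minimums and the chi-square test (253 to 311). A minimum of 2-fold left 8, by construction. The split was less stable: 51.9% of the calls were higher in replicate 1 with library totals, 81.0% with TMM factors and 80.8% with DESeq2 size factors, which shift every log2 ratio by 0.06.

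The BCV stayed between 6.29% and 6.42% under other scalings and count minimums. It was 5.18% over protein-coding genes only, and 17.4% as the median of per-gene DESeq2 dispersions. That estimator also gave 16.9% for simulated counts with a BCV of 5%, so at this replication it is no measure of a small spread.

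Class shares moved by construction. With rRNA left out, protein-coding genes took 67.5%, lncRNAs 15.2%, snoRNAs 13.7%, snRNAs 3.36% and tRNAs 0.170%. With the 10 most abundant features left out, which removes 6 rRNA genes, srp7, snu32, snu3 and snu2 from their own classes as well as from the total, rRNA took 3.18%, protein-coding genes 76.1%, lncRNAs 10.5%, snoRNAs 8.90%, snRNAs 1.11% and tRNAs 0.193%. Without the 201 lncRNA features that overlap another class on their strand, lncRNAs took 4.98%, a change within 1 SD.

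At the locus, TMM factors and DESeq2 size factors left all levels within 1 SD. With rRNA left out of the total, the mamRNA span had 4371 CPM, U14 3657 CPM and the span outside U14 714 CPM. With counts divided by length, U14 made up 97.9% of the summed reads per nt of U14 and of the span outside it. That value is not a share of reads. The U14 share was 45.5% when the deposited counts were taken as they stand, since U14 reads then count on both sides. The rank of U14 among the 66 snoRNA features was 6 after division by length.

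The median of the 5 listed meiotic features, the sme2 interval included, was 2.32 CPM with rRNA left out and 3.44 CPM over the total of protein-coding genes. Relative to act1 it was 0.106%; after division by length it was 0.0870%, and relative to the median protein-coding gene it was 8.69%. Without the sme2 interval the median was 0.864 CPM and 0.101% of act1, each within 1 SD. For single features, smaller totals raise every CPM by construction; on division by length, 4 of the 5 percentages of act1 moved by more than 1 SD, 1 up and 3 down.

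Class shares, locus values and summaries of the meiotic transcripts taken from either library alone lay within 1 SD of the mean, which n = 2 fixes in advance and which says nothing about stability. A single library decides the level of mcp5: it was 0.311 CPM in replicate 1 alone and 0.874 CPM in replicate 2 alone, on 4 and 11 reads.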

Other observations

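Most tests below were chosen after the pattern was seen. The search for the H/ACA motif at snR10 and the relation between log2 ratio and length were set down before their results. The design has a single group, so no biological explanation was tested.

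A group of box H/ACA snoRNAs had almost no reads on their annotated strand. snR5 (chromosome II from 2266028 to 2266169, plus strand) and snR10 (chromosome III from 992436 to 992602, plus strand) had 0 reads in both libraries and snR96 (chromosome I from 1451227 to 1451437, plus strand) had 1 in each. They are outside the naming rule and were singled out after their values were seen. Opposite snR10, the non-coding feature SPNCRNA.7137 (chromosome III from 992263 to 992666, minus strand) had 26381 and 22257 reads. An RNA of the box H/ACA family ends shortly after the trinucleotide ACA. In the reference sequence, snR10 has no ACA in the 6 nt before its 3′ end on the annotated strand and has one on the opposite strand, while 15 of the other 18 box H/ACA snoRNAs have it on the annotated strand. The family was taken by annotated name, which gave 19 snoRNAs, and snoRNAs under other names may belong to it as well. Over these 19, the 3 with the ACA on the opposite strand alone were the 3 with at most 2 reads in sum. The other 16 all had more (Fisher's exact test, two-sided, p = 0.00103). A candidate explanation is that the strand of snR5, snR10 and snR96 is reversed in the annotation used for counting. For snR5 no opposite feature was annotated, and opposite snR96 lies part of tim17, so the table gives no separate count of the other strand for these. A lack of expression of snR5 and snR96 in these cells remains open. The count at SPNCRNA.7137 cannot be assigned to the snR10 interval alone, since the feature is 404 nt long and snR10 167 nt.

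Host genes of intronic snoRNAs may carry counts that are not mRNA. In all 67 nested pairs on the same strand with reads in both features, the outer feature held at least as many reads as the inner one in both libraries, which is what counting a read in every feature it overlaps requires. Pairs with a far larger outer count could meet this under other counting rules as well. All 12 snoRNAs nested in protein-coding genes lay outside the annotated exons of the host. For 2 of the 12 hosts, chosen for naming after their values were seen, the snoRNA made up over 50% of the host count: nog2 (SPAC6F6.03c) had 22496 and 21818 reads, of which snR191 accounted for 98.4% and 98.3%, leaving 359 and 364, and ipa1 (SPBC1734.10c) had 4502 and 3913 reads, of which the snoRNA SPNCRNA.498 accounted for 96.4% and 96.2%, leaving 160 and 150. Read as mRNA levels, these counts would be far too high.

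snoRNAs shorter than 110 nt had far fewer reads than longer ones. Across all 59 snoRNAs, count and length had a Spearman rho of 0.595 in each library (permutation test with 100000 resamples, p = 1e-05, the smallest they can give; adjusted over 10 relations, 5e-05). snoRNAs are not independent replicates. A difference between the families, with box C/D RNAs short and box H/ACA RNAs long, could produce this. Inside the 18 snoRNAs with C and D boxes found by sequence, rho was 0.320 in replicate 1 and 0.374 in replicate 2. Inside the 19 box H/ACA snoRNAs it was 0.348 and 0.342, and over the 16 without snR5, snR10 and snR96, left out after the data were seen because their counts may be of the wrong strand, it was 0.337 and 0.327. The adjusted p lay between 0.214 and 0.22 for these. The other 22 snoRNAs, snu32, snu3 and snR30 among them, were in neither group; over them rho was 0.679 and 0.684 (adjusted p = 0.00175 in each), but they were not sorted by family and may mix both. With these numbers family and length cannot be told apart. Loss of short RNAs in library preparation, base-calling or mapping is another candidate explanation: the 171 tRNA genes, 71 to 102 nt long, had a median of 4 reads in both libraries, under the 124 reads of the short snoRNAs. tRNAs are modified, folded and present in repeated copies, which may lower their counts for other reasons. If short RNAs are lost, a snoRNA near 110 nt would be undercounted against longer RNAs, and counts of U14 and longer snoRNAs would not compare on 1 scale.

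Short non-coding RNAs were shifted toward replicate 1 and the 18S and 28S-type rRNAs toward replicate 2. The median log2 ratio was 0.17 for snoRNA features, 0.18 for snRNAs and 0.31 for tRNAs, and -0.07 for protein-coding genes. All 22 snoRNA features called by the binomial test were higher in replicate 1. The 62 snoRNA features tested include primary transcripts that repeat the reads of a snoRNA inside them, so the 22 are not all separate snoRNAs. The summed ratio was -0.65 for 18S and -0.20 for 28S-type rRNA. These directions held under TMM factors and DESeq2 size factors, whereas that of 5.8S rRNA flipped from -0.03 to 0.03. The medians of snoRNAs and protein-coding genes lay 0.24 apart on the log2 scale. A difference in sequencing depth moves all classes by 1 factor and was already removed by the library totals. The gap between classes is therefore no test of depth. Transcript length as a general trend is argued against: over 4142 protein-coding genes with at least 100 reads, the log2 ratio had a rho of -0.0146 with length (bootstrap 95% interval -0.046 to 0.0149). This leaves open an effect of length confined to RNAs shorter than mRNAs, unequal rRNA depletion or recovery of small RNA between the preparations, and a difference between the cultures. None of these was tested.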
